A study of Mus musculus with 8 samples.

How the data were processed

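The series measured poly(A) RNA of alphaTC6 cells, a mouse pancreatic alpha cell line, per the labels. Cells were reverse transfected for 48 h with a lipid reagent carrying either a pool of small interfering RNAs (siRNAs) against Klf4 or a scramble siRNA. Sequencing libraries were made with a Tecan Universal Plus mRNA-seq kit with NuQuant, per the labels' protocols. The same protocol text speaks of isolated islets, whereas every sample is labelled as the cell line. There were 4 libraries of each treatment. Batch 1 held 2 scramble and 3 Klf4 siRNA libraries, and batch 2 held 2 scramble libraries and 1 Klf4 siRNA library, per the labels. What set the batches apart (culture, transfection, library preparation or sequencing) was not stated.

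The deposited values are whole-number counts per gene, not normalized, with a column for each of the 8 libraries. Trimming of the reads with cutadapt is known from the name of the deposited table. The aligner, the counting program, its use of strand and the genome build were not stated. All 55536 gene identifiers and their symbols matched the GENCODE release 21 annotation of the mouse primary assembly (GRCm38), which also has 55536 genes, and positions and transcript sequences were taken from that release. No count belonged to a row without a gene, and 0 columns were left unmapped. Because the use of strand was not stated, reads of genes that overlap another annotation could be shared with it. Of the genes named, the spans (introns included) of Nkx2-2, Styx, Uhmk1, Ccnd2, Tnfaip2, St8sia1, Camk2n2, Slc7a2, Ccna2 and Cenpf overlap annotations on the opposite strand. Those of Gm43375, Gm44243, Zbtb20, Ero1lb, Klf9, Klf3 and Neurod1 overlap at least 1 on the same strand. Totals ran from 45954151 to 64185987 counts per library. Without molecular identifiers, counts include any PCR duplicates, so precision was taken from the spread between libraries and not from counting error.

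Genes were kept with filterByExpr on the treatment groups, which left 16333. Library sizes were scaled with TMM (factors from 0.964 to 1.02). The comparison used edgeR 4.0.16 in R 4.3.3, with a robust quasi-likelihood fit of batch and treatment and 5 residual degrees of freedom, after the authors' own mention of edgeR with batch correction in the design text. P-values were two-sided and adjusted by the Benjamini-Hochberg method over all tested genes, and 0.05 was the threshold. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. The interaction of batch and treatment was tested in a fit of its own. Levels are given as CPM, counts scaled to a common library total with the TMM-scaled library sizes. The change within a batch is the difference of group means of log2 CPM, with a prior count of 2.

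The choice of genes to name was fixed before the data were examined, as were the tests, the gene lists and most alternatives. Klf4 came first. Among genes past the threshold, with a mean of at least 1 CPM and the same direction within both batches, the 6 with the largest rise and the 6 with the largest fall were taken. Gcg, Nkx2-2, Ins1 and Ins2 were among the genes added, and from each list at most 4 genes past the threshold, those with the smallest adjusted p.

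There were 7 lists: alpha cell genes, beta cell genes, other islet hormone genes, general endocrine genes, other KLF family members, interferon response genes and proliferation genes. They were tested with camera (inter-gene correlation preset at 0.01) on voom values from limma 3.58.1, with fry and camera at an estimated correlation beside it. The other islet hormone list had 1 tested gene and got no list test, so the adjustment ran over 6 lists and not over 7. Klf4 itself was in no list.

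The gene test was tested on simulated counts drawn from the means, dispersions and library sizes of the real genes, with 200 of them changed. Of the simulated genes, 16155 passed the filter. It recovered 100% of the changes of 1 on the log2 scale and 77% of those of 0.3. Of 190 calls, 13 (6.84%) were false. In 5 simulations with no changed gene, at most 5 genes passed the threshold. In a simulation with a planted word, that word had rank 1 among all words, and a chromosome given a shift of 0.1 was found, with 1 other of 20 chromosomes past an adjusted p of 0.05.

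The alternatives were no batch term, Klf4 siRNA replicate 4 placed in batch 2, batch 1 alone, a replicate block, DESeq2 size factors, library size alone, the Wald test of DESeq2 1.42.0, the likelihood ratio test of edgeR, limma-voom, no filter, a mean of at least 5 CPM, each library left out in turn, and other thresholds. Offsets for GC content and gene length (values for 16327 of the 16333 genes) and counts thinned to the smallest library were added after the data were seen, as was the count of genes differing between batches under these settings. All pairs of libraries were also compared by a chi-square test on genes with at least 20 counts in the pair. The smallest chi-square per degree of freedom was 10.2, between Klf4 siRNA replicates 1 and 4, so no pair of libraries matched within sampling noise. This argues against a library sequenced again under another name. It cannot tell libraries from a shared culture or transfection from those of separate ones. Every library was counted as a replicate, and whether the cultures were separate stays open.

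A search for 7-base words in 3′UTRs, a list of microRNA sites, a list of p53 target genes and a comparison of chromosomes were made after the data were seen. For the word search, genes with a 3′UTR of at least 50 bases and a log2 CPM of at least 1 were used (10658 genes), taking the longest annotated 3′UTR of each gene. The rank of the signed test statistic was regressed on 3′UTR length, GC content and expression, and the residuals were compared between genes with and without each of 15875 words found in at least 100 genes. Residuals were permuted over genes 1000 times. Medians per chromosome were compared with those of random genes in 10000 permutations over the 10688 genes with a log2 CPM above 2 on the autosomes and chromosome X. These steps ran in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and in R.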

Results

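Poly(A) RNA was sequenced from alphaTC6 cells, a cell line of glucagon-producing pancreatic alpha cells from the mouse, 48 h after transfection with siRNAs. Klf4 encodes a zinc finger transcription factor, and the study asked which genes it regulates in alpha cells. There were 4 libraries from cells given a pool of siRNAs against Klf4 and 4 from cells given a scramble siRNA, which served as the control. Total counts were 55526786, 45954151, 64185987 and 60123683 in scramble replicates 1 to 4 and 48843362, 56832074, 53238119 and 53528707 in Klf4 siRNA replicates 1 to 4. The totals did not differ between treatments (two-sided exact permutation test, p = 0.486, n = 4 per group). The most abundant gene took between 0.995% and 1.58% of a library's counts, the latter for Gm42418 in scramble replicate 4.

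Klf4, the targeted gene (ENSMUSG00000003032, chromosome 4, positions 55527143 to 55532466 of GRCm38, minus strand, at most 5 exons per transcript), was measured first. Its raw counts were 2190, 1652, 2964 and 2710 in scramble replicates 1 to 4 and 615, 663, 1041 and 998 in Klf4 siRNA replicates 1 to 4. Normalised levels were 41.8 ± 5.67 CPM (SD, n = 4) in scramble libraries and 15.6 ± 4.26 CPM (SD, n = 4) after Klf4 siRNA, and the groups did not overlap. The log2 fold change was -1.33 with a standard error of 0.17 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0083), which left 39.8% of the control level. The log2 change was -1.41 within batch 1 and -1.23 within batch 2. Every library labelled as a knockdown thus had less Klf4 RNA than every control. Without scramble replicate 1, the edgeR adjusted p was 0.052 at a log2 fold change of -1.27. The largest move of the adjusted p among the alternatives came with batch 1 alone, where it was 0.104 at a log2 fold change of -1.39.

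Batch was the main source of variation between libraries. The first principal component held 59.9% of the variance and separated the 5 libraries of batch 1 from the 3 of batch 2, whereas the next held 9.35%. In the fit with treatment as a term, 5343 genes differed between batches at an adjusted p under 0.05 (edgeR), 2747 higher and 2596 lower in batch 2. Of these, 508 were higher and 177 lower by at least 1 on the log2 scale. With Klf4 siRNA replicate 4 placed in batch 2, as scramble replicate 4 is, this count was 2882. For Gcg, the glucagon gene, the batch difference was 6.97-fold.

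The principal comparison was between Klf4 siRNA and scramble libraries with batch as a term. Of 16333 genes tested, 1909 (11.7%) had an edgeR adjusted p under 0.05, with 797 higher and 1112 lower after Klf4 siRNA. At an unadjusted p under 0.05 there were 3908 genes. The changes were small: the median absolute log2 fold change of the 1909 genes was 0.17, with quartiles of 0.12 and 0.25. A change of at least 0.5 was found for 92 genes, 16 higher and 76 lower, and a change of at least 1 for 9 genes, 1 higher and 8 lower. Among the alternatives in the model, leaving out the batch term moved the count most, to 409 genes, all of them among the 1909. Leaving out scramble replicate 1, scramble replicate 2 or Klf4 siRNA replicate 3 gave 934, 1012 and 1232 genes. The common biological coefficient of variation was 0.0501.

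**Figure D1:**
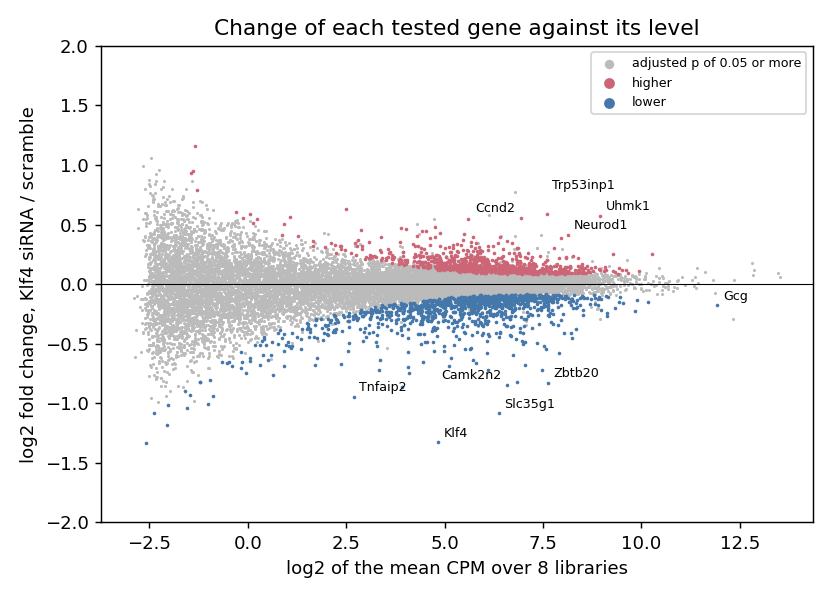
Log2 fold change after Klf4 siRNA (vertical axis) of each tested gene against the log2 of its mean CPM over 8 libraries (horizontal axis), with the 797 higher genes in red, the 1112 lower genes in blue and the remaining genes in grey. Most coloured points lie close to 0, and Klf4 at -1.33 is among the lowest; 0 genes lie outside the plot, which spans 2 on either side of 0.

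The change was compared between batches, since batch 2 had a single Klf4 siRNA library. Of the 1909 genes, 1907 changed in the same direction within both batches, against 64.8% of all tested genes. This count uses genes selected on both batches. When genes were selected in batch 1 alone, 1232 passed the threshold (501 higher, 731 lower). A batch 2 value existed for 1231 of these, and 1204 (97.8%) had the same direction there, against 62.3% of the other genes. Across these genes, which are not independent replicates, Pearson's r between the batches was 0.88 and Spearman's rho 0.89, with a slope of 0.61 for batch 2 on batch 1. The interaction of batch and treatment passed the threshold for 0 genes, with 540 genes at an unadjusted p under 0.05 where chance gives 816.65. The smallest adjusted p of the interaction was 0.712. Leaving out scramble replicate 3 gave 13 genes with an interaction, and leaving out any other library that could be left out gave 0.

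**Figure D2:**
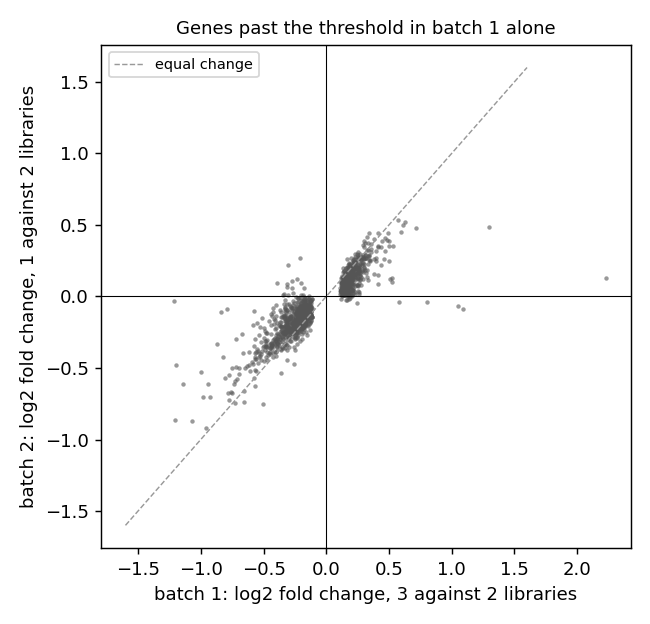
Log2 fold change after Klf4 siRNA within batch 2 (vertical axis, 1 against 2 libraries) against that within batch 1 (horizontal axis, 3 against 2 libraries) for the genes past the threshold in batch 1 alone; each point is a gene and the dashed line marks equal change. Of the 1231 genes, 1204 lie in the quadrants of equal sign. The slope of batch 2 on batch 1 (not drawn) was 0.61, flatter than the dashed line, for genes selected on their batch 1 change.

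Besides Klf4, the 5 genes with the largest falls under the rule for naming were Slc35g1, Tnfaip2, St8sia1, Camk2n2 and Zbtb20. Slc35g1 (ENSMUSG00000044026, chromosome 19, 38395980 to 38405610) fell from 113.5 ± 7.01 to 53.4 ± 4.19 CPM (SD, n = 4 each), a log2 fold change of -1.08 with a standard error of 0.07 (edgeR adjusted p = 2.48e-05). Camk2n2 (ENSMUSG00000051146, chromosome 16, 20619215 to 20621287) went from 123.5 ± 5.89 to 68.8 ± 2.96 CPM, a log2 fold change of -0.85 with a standard error of 0.04 (edgeR adjusted p = 9.25e-11). The log2 fold changes of Tnfaip2, St8sia1 and Zbtb20 were -0.95, -0.87 and -0.83, with standard errors of 0.08, 0.10 and 0.12 (edgeR adjusted p = 3.72e-08, 0.00032 and 0.014). St8sia1 also differed 1.93-fold between batches and did not pass the threshold without the batch term (adjusted p = 0.212). Zbtb20 had an adjusted p of 0.067 without scramble replicate 1 and 0.070 without scramble replicate 2. At least 1 of 5 words of 7 bases was found in the longest annotated 3′UTRs of Slc35g1, St8sia1, Camk2n2 and Zbtb20, but not of Tnfaip2. These 5 words also occur in the Klf4 coding sequence, but were picked from these same data for their association with lowered genes. Long 3′UTRs, such as those of Zbtb20 (23861 bases) and St8sia1 (7242 bases), are more likely to hold such a word without any effect.

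The 6 genes with the largest rises were Styx, Trp53inp1, Gm43375, Uhmk1, Gm44243 and Ccnd2. Trp53inp1 (ENSMUSG00000028211, chromosome 4, 11156431 to 11174379) rose from 151.6 ± 8.82 to 235.8 ± 19.5 CPM (SD, n = 4 each), a log2 fold change of 0.59 with a standard error of 0.03 (edgeR adjusted p = 8.88e-11). Uhmk1 (ENSMUSG00000026667, chromosome 1, 170193420 to 170215397) rose from 397.4 ± 19.3 to 594.3 ± 18.6 CPM, a log2 fold change of 0.57 with a standard error of 0.04 (edgeR adjusted p = 2.58e-09). Styx and Ccnd2 rose by 0.63 and 0.56 on the log2 scale, with standard errors of 0.09 and 0.05 (edgeR adjusted p = 4.36e-05 and 3.51e-06). For these 4 genes, every alternative kept the rise past the threshold. Gm43375 (0.59) and Gm44243 (0.57) are single-exon annotations that lie within Anp32e and Gabarapl1 on the same strand, and their reads could be shared with those genes. Their edgeR adjusted p-values were 0.022 and 0.023, and they exceeded 0.05 when any of several libraries was left out, reaching 0.148 without Klf4 siRNA replicate 3 for Gm43375 and 0.123 without scramble replicate 2 for Gm44243. The 3′UTRs of Uhmk1 and Ccnd2 also contain 1 of the 5 words that occur in Klf4.

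Because the study concerned alpha cell identity together with Nkx2-2, the glucagon gene, Nkx2-2 and the insulin genes were examined next. Gcg (ENSMUSG00000000394, chromosome 2, 62474530 to 62483650) had 1257 and 1244 CPM in the scramble libraries of batch 1 and 1065, 1074 and 1231 CPM in the Klf4 siRNA libraries of that batch. In batch 2 it had 8913 and 8833 CPM in scramble libraries and 7640 CPM after Klf4 siRNA. Its log2 fold change was -0.18 with a standard error of 0.04 (edgeR adjusted p = 0.0095), or 88.5% of the control level. The adjusted p was 0.052 without scramble replicate 1, 0.093 without Klf4 siRNA replicate 3 and 0.756 without the batch term. Nkx2-2 (ENSMUSG00000027434, chromosome 2, 147177546 to 147194243) did not pass the threshold, with 238.3 ± 11.2 CPM in scramble and 250.0 ± 5.48 CPM in Klf4 siRNA libraries (log2 fold change 0.051, standard error 0.029, edgeR adjusted p = 0.297). Nkx2-2 overlaps annotations on the opposite strand. Ins1 and Ins2, the insulin genes, had 0 counts in all 8 libraries.

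**Figure D3:**
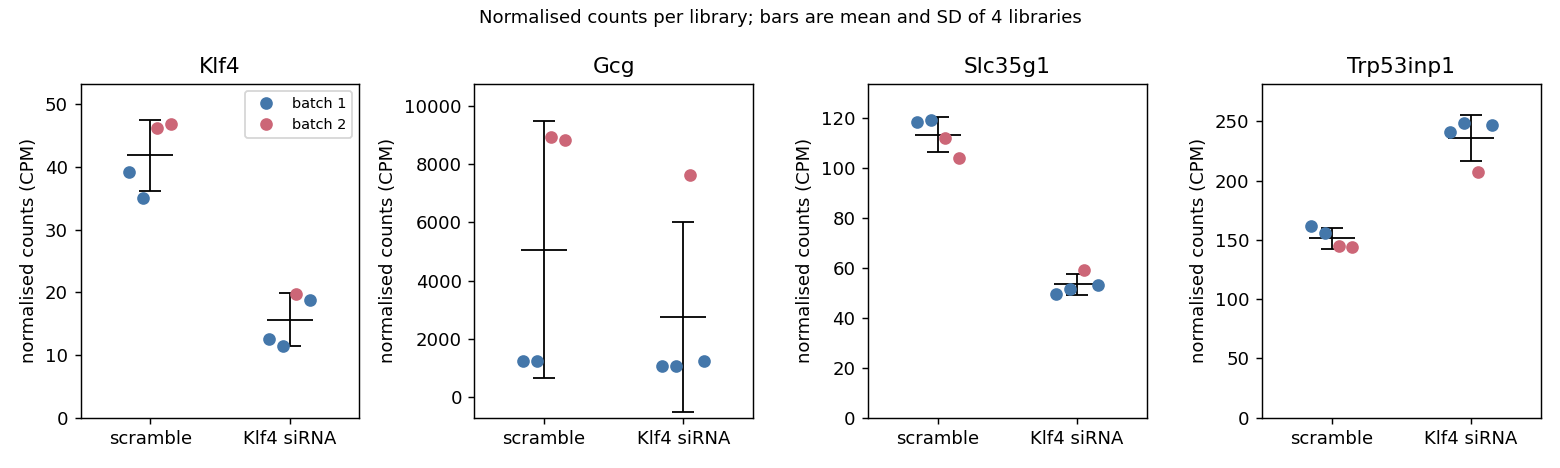
Normalised counts (CPM, vertical axes) of Klf4, Gcg, Slc35g1 and Trp53inp1 in each library of both treatments, with batch 1 in blue and batch 2 in red; horizontal marks and bars give the mean and SD of 4 libraries. Klf4 lies between 11.5 and 19.8 CPM after Klf4 siRNA and between 35.1 and 46.8 CPM in controls, whereas Gcg differs mainly by batch.

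Of the 14 alpha cell genes tested among 17 listed, 5 passed the threshold over all genes (4 lower, 1 higher) and 5 when adjusted over the list alone. Among these were Gcg, Slc7a2 (log2 fold change -0.13) and Slc38a5 (0.14). Slc7a2 and Slc38a5 had edgeR adjusted p-values of 0.0080 and 0.0066, which rose to 0.090 for Slc7a2 without scramble replicate 2 and to 0.074 for Slc38a5 without scramble replicate 1. The median log2 fold change of the list was -0.012 and its camera adjusted p was 0.362. The list did not pass the threshold under fry, which tests the genes of the list alone (adjusted p = 0.106), or with camera at an estimated correlation (0.580).

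Of the 15 beta cell genes, 6 were tested and 3 passed the threshold, both over all genes and when adjusted over the list alone. Ero1lb rose by 0.30 on the log2 scale with a standard error of 0.04 (edgeR adjusted p = 4.55e-05) and Slc30a8 by 0.16 with a standard error of 0.03 (0.0024). Nkx6-1 fell by 0.12 with a standard error of 0.04 (edgeR adjusted p = 0.044) and did not pass in 7 of the 8 fits that left out a library, with an adjusted p of up to 0.186 without Klf4 siRNA replicate 3. The coding sequences of Ero1lb and Slc30a8 contain words that also occur in Klf4. The camera adjusted p of the list was 0.450. Of 6 genes for other islet hormones and their cells, only Rbp4 had enough counts to be tested (log2 fold change 0.025, edgeR adjusted p = 0.768).

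Among 16 of 20 general endocrine genes that were tested, 5 passed the threshold (4 higher, 1 lower) and 7 when adjusted over the list alone. Neurod1 (ENSMUSG00000034701, chromosome 2, 79452521 to 79456751) rose most, from 244.6 ± 18.2 to 319.4 ± 22.5 CPM (SD, n = 4 each), a log2 fold change of 0.41 with a standard error of 0.06 (edgeR adjusted p = 0.0011). Its annotation overlaps Cerkl on the same strand. Rfx6 and Myt1 rose by 0.18 and 0.14 on the log2 scale (edgeR adjusted p = 0.00075 and 0.00085), and Chgb had a log2 fold change of -0.18 (0.00044). The camera adjusted p of the list was 0.450.

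Klf9 had the smallest adjusted p of the 14 tested members of the KLF family, at a log2 fold change of -0.35 with a standard error of 0.03 (edgeR adjusted p = 2.12e-07). Klf3, Klf15 and Klf6 also passed the threshold, at -0.15, -0.23 and 0.18 (edgeR adjusted p = 0.014, 0.030 and 0.039), and 4 passed when adjusted over the list alone. Without Klf4 siRNA replicate 3 the adjusted p was 0.136 for Klf3 and 0.145 for Klf15, and without scramble replicate 1 it was 0.293 for Klf6. The 3′UTRs of Klf9, Klf3 and Klf6 contain 1 of the words that occur in Klf4. The camera adjusted p of the family was 0.230, and under fry it was 0.018, lower after Klf4 siRNA; the median log2 fold change was -0.046.

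The interferon response list was included because transfected RNA can induce it. Both treatments were transfected with siRNA and no library was untransfected, so the comparison cannot show an induction shared by both. Of its 20 genes, 11 were tested and 2 passed the threshold, over all genes and when adjusted over the list alone, both lower. Ifit2 had a log2 fold change of -0.32 (edgeR adjusted p = 0.015, and 0.096 without Klf4 siRNA replicate 3). The median of the list was -0.14 and its camera adjusted p was 0.230. At these depths, Ifit1 and Isg15 had at most 2 and 4 counts in any library.

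Among the 6 lists tested, the proliferation list alone passed the threshold with camera (adjusted p = 0.033), with a median log2 fold change of 0.072. All 20 genes were tested; 12 had a positive and 8 a negative log2 fold change. Over all genes 6 passed, all of them higher, and 8 when adjusted over the list alone. Ccna2, Ccnb1, Birc5 and Cenpf rose by 0.17, 0.18, 0.14 and 0.12 on the log2 scale (edgeR adjusted p = 0.00069, 0.0012, 0.012 and 0.017). For Birc5 and Cenpf the adjusted p was 0.075 without scramble replicate 1 and 0.120 without scramble replicate 2, respectively. The list did not pass under fry (adjusted p = 0.222) or with the estimated inter-gene correlation of 0.52 (adjusted p = 0.580). It did not pass with camera when scramble replicate 1, scramble replicate 2 or Klf4 siRNA replicate 4 was left out (adjusted p = 0.069, 0.200 and 0.366).

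**Figure D4:**
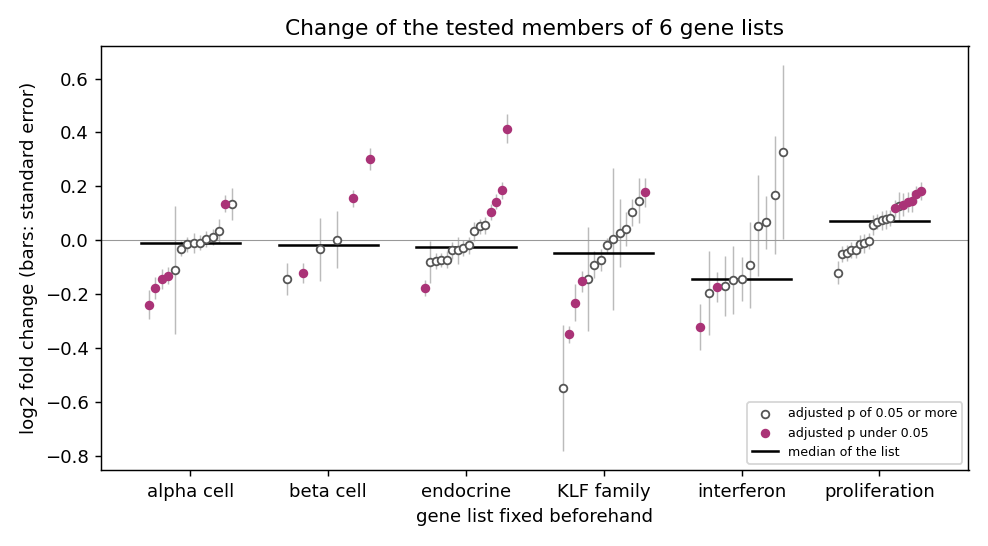
Log2 fold change after Klf4 siRNA (vertical axis) of each tested member of 6 gene lists (horizontal axis); filled points have an adjusted p under 0.05, bars are standard errors and black lines are list medians. Filled points lie on both sides of 0 in the alpha cell, beta cell, endocrine and KLF lists, only under 0 in the interferon list and only above 0 in the proliferation list.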

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

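All tests in this part were chosen after the results were seen. The normalised levels of the genes chosen for closer study were examined for libraries far from the others of their treatment, taking the gap to the nearest library as a share of the range of the 4. Of 72 groups of libraries, 5 exceeded the share that chance passes in 1 of 20 groups, where chance gives 3.6.

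Klf4 siRNA replicate 3, the only Klf4 siRNA library of batch 2, accounted for 4 of the 5. It was highest of the Klf4 siRNA libraries for Gcg (gap of 0.975 of the range) and Chgb (0.922) and lowest for Ero1lb (0.861) and Rfx6 (0.860). A library size effect is argued against by its total of 53238119 counts, which lies among the others. A control library labelled as a knockdown is argued against by its Klf4 RNA, which differed by -1.23 on the log2 scale from the controls of its batch. For 4 of the 4 genes, both controls of batch 2 lay on the same side of both controls of batch 1. The position of this library may therefore come from the difference between batches, which the fit takes up as a term. A library preparation or sequencing effect as the cause of the whole batch difference is argued against by the median of -0.13 on chromosome 19 in batch 2. For these 4 genes, which lie on other chromosomes, culture, library preparation and sequencing cannot be told apart, since the batches are labelled by number alone. No biological explanation was tested, as no group of the design sets this library apart from the other Klf4 siRNA libraries.

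The remaining case was Birc5, where scramble replicate 4 was highest of the controls (gap of 0.858 of the range). The controls spanned 67.3 to 70.1 CPM there, against 71.7 to 80.7 CPM after Klf4 siRNA. With about as many such cases as chance gives, no explanation was sought.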

How the results depend on the processing

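Replicate numbers are shared by the treatments, and the deviations of same-numbered libraries from their group means correlated at 0.49, 0.42, 0.72 and -0.34 for replicates 1 to 4. After batch was taken out, these correlations were -0.00053, -0.040, -0.30 and 0.12. Residuals of a fit of batch and treatment cancel out within each batch and each treatment. This ties same-numbered libraries to each other even without pairing, mostly toward negative values. The correlations after batch therefore cannot decide whether replicates 1 to 3 were paired. Replicates 4 lie in different batches, so the numbers did not pair all 4 within a batch. Scramble replicates 1, 2 and 3 were each closest to the Klf4 siRNA library of the same number. The chi-square per degree of freedom was 10.4, 18.3 and 18.3. In turn, Klf4 siRNA replicate 3 was closest to scramble replicate 3. Klf4 siRNA replicate 1 was closest to Klf4 siRNA replicate 4 (10.2), and Klf4 siRNA replicate 2 to Klf4 siRNA replicate 1 (13.2). Pairing of replicates 1 to 3 thus stays open. With a replicate block in place of the batch term, 1220 genes were called (682 lower), of which 1118 were among the 1909. The proliferation list then had a median of 0.082 and an adjusted p of 0.070.

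The count of changed genes stayed within 1.5 times of 1909 with DESeq2 size factors (1909), library size alone (1455), the DESeq2 Wald test (1826, with 4750 genes given no adjusted p), the likelihood ratio test (1331, with 502 higher), limma-voom (1858), no filter (1961), a mean of at least 5 CPM (2010), Klf4 siRNA replicate 4 placed in batch 2 (1330, with 734 lower), and the added GC and length offsets (2108) and thinning (1844). It was 409 (140 higher, 269 lower) without the batch term and 1232 (501 higher, 731 lower) in batch 1 alone, which has fewer libraries. An adjusted p under 0.01 gave 997 genes (374 higher, 623 lower), and an absolute log2 fold change of at least 1 gave 9 (1 higher, 8 lower). Across the 8 fits that each left out a library, the count ran from 934 to 2021, with 330 to 893 higher and 604 to 1128 lower. The lowest counts came without scramble replicates 1 (934) and 2 (1012), the 2 controls of batch 1, and without Klf4 siRNA replicate 3 (1232). The cause of the loss without the batch term was not tested, nor was that of the other moves beyond the smaller number of libraries.

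The log2 fold change of Klf4 ran from -1.46 to -1.24 across the 8 fits that left out a library and from -1.45 to -1.32 in the other alternatives. It was not past the threshold in batch 1 alone (-1.39, adjusted p = 0.104) and without scramble replicate 1 (-1.27, adjusted p = 0.052), both with fewer libraries. Of 710 values of the 34 other genes chosen for closer study under the alternatives, 589 kept their direction and side of the threshold, 121 kept the direction but not the threshold, and 0 reversed. For 11 of these genes, every alternative gave the same call. Leaving out the batch term lost most, 22 genes.

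The proliferation list, at a median of 0.072, was not past the threshold under fry (adjusted p = 0.222) or at the estimated correlation (0.580), nor at a median of 0.069 with a mean of at least 5 CPM (0.144). Its median ran from 0.047 to 0.104 across the fits that left out a library. The KLF family, at a median of -0.046, passed under fry alone (adjusted p = 0.018, against up to 0.580 elsewhere). The other lists stayed on their side of the threshold throughout, and the medians of the beta cell list (-0.035 to 0.064) and the endocrine list (-0.044 to 0.0012) lay on both sides of 0. Fits in which the other islet hormone list became testable were left out. The causes were not tested.

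The count of genes differing between batches was 2882 with Klf4 siRNA replicate 4 placed in batch 2. The count of genes with an interaction was 0 with Klf4 siRNA replicate 4 placed in batch 2, DESeq2 size factors, library size alone, the likelihood ratio test and a mean of at least 5 CPM, with 260 to 540 genes at an unadjusted p under 0.05. It ran from 0 to 13 across the fits that left out a library, with 13 without scramble replicate 3. With a single Klf4 siRNA library in batch 2, the data limit what can be said of a difference between batches in the response. Genes under the filter, such as Ifit1, were not tested at this depth.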

Other observations

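The tests in this part were chosen after the results were seen, except the comparison with other splits of the libraries. For the main comparison, 1 of the 35 splits of the 8 libraries into 4 and 4 gave as many genes, the real one, and the next highest count was 34. Library size is argued against by the 1844 genes called after thinning all libraries to the smallest. GC content and gene length are argued against by the 1734 genes shared between the fits with and without such offsets. The difference between batches is argued against by the 97.8% of genes called in batch 1 alone that had the same direction in batch 2. For the gene lists, splits with a camera p as small numbered 8 (alpha cell), 17 (beta cell), 16 (interferon), 4 (KLF family), 20 (endocrine) and 14 (proliferation) of 35. The camera result for proliferation is therefore no rarer than that of many arbitrary splits, and a shift of its genes between single cultures stays open.

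The lowered genes shared short words in their 3′UTRs. Of 15875 words of 7 bases, 6 were associated with lower RNA after Klf4 siRNA beyond the lowest value of 1000 permutations over genes (z of -5.72), and 0 words were associated with higher RNA beyond the highest. TGGCGTG came first (z of -8.88, 458 genes, median log2 fold change -0.035 against 0.0029 without it), followed by GGCGTGA (-7.14), ACGACCT (-6.97), AACGACC (-6.96), TTGGCGT (-6.59) and GGGGCCA (-5.87). In 0 of 1000 permutations was any word as low as TGGCGTG. TGGCGTG had the lowest z of all words in batch 1 alone (-8.79) and in batch 2 alone (-7.59). Of the 6 words, 5 occur in the Klf4 transcript, against 15.8% of all words tested. They make up a run of 9 bases, TTGGCGTGA (GRCm38 chromosome 4, positions 55530973 to 55530981), and a run of 8 bases, AACGACCT (55530811 to 55530818), with a further ACGACCT at 55530919 to 55530925. All 3 places are in the coding sequence in exon 3, on the sense strand.

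An siRNA can repress transcripts that match its bases 2 to 8, and such a match is also a part of its intended target. Seed matches of siRNAs in the Klf4 pool may therefore lie behind TGGCGTG and the words that overlap it, as 5 of the 6 words occur in Klf4. Chance association is argued against by the 0 permutations, and for TGGCGTG an arbitrary grouping of libraries is argued against by the 1 of 35 splits, the real one, with a word as far from 0. For ACGACCT an arbitrary grouping stays open. A word as far from 0 was found in 12 of 35 splits, the real one included. The others among these part most knockdowns from most controls, so they keep much of the real contrast and their count cannot decide. In the 18 splits with 2 controls on each side, the lowest values of TGGCGTG, ACGACCT and GGGGCCA were -5.70, -6.33 and -4.25. The lowest value among the other splits was -7.86, in a split that parts most knockdowns from most controls; in the 18 splits any word reached at most 6.42 in size, so noise between libraries is wider than the permutations show. A DNA motif that acts on either strand is argued against by the z of 1.20 for the reverse complement of TGGCGTG. The siRNA sequences were not analysed here, so whether the pool carries these seeds stays open. The choice of the 5 words for what follows was itself made after the result was seen.

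Of 1055 lowered genes in the word search, 246 (23.3%) had at least 1 of the 5 words in the 3′UTR, against 11.01% of unchanged genes matched on length, GC content and expression, an excess of 130 genes. Among the 43 genes lowered by at least 0.5 it was 22 (51.2%), against 9.30% of matched genes. Among raised genes it was 5.75%, against 11.1%. Matches of these 5 words in 3′UTRs as the whole cause of the lowered genes are argued against by the 76.7% of lowered genes that had none of them there; matches of other seeds stay open. In coding sequences the z was -10.8 for AACGACC and -8.37 for ACGACCT, but -4.75 for TGGCGTG, -4.60 for GGCGTGA and -2.16 for TTGGCGT. Counting 3′UTRs and coding sequences together, 486 genes with a word were lowered and 148 raised, whereas 569 without any were lowered and 617 raised (76.7% and 48.0% lower). Among genes without any that were matched to those with a word on 3′UTR length, coding sequence length, GC content and expression, 48.2% of the called genes were lower. The surplus of lowered over raised genes was thus found among the genes with a word, though part of it follows from taking words by their association with lower RNA. If the seed hypothesis holds, part of the lowered genes, among them possibly Slc35g1, St8sia1 and Camk2n2, could respond to the siRNAs and not to the loss of Klf4. Gcg, Tnfaip2, Neurod1 and Trp53inp1 carry none of the 5 words in either region. Words in unlisted transcripts and seeds of other siRNAs in the pool stay open for them.

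The batch difference was also unlike chance: 1 of the 56 splits of the libraries into 5 and 3 gave as many genes, the real one. Library size is argued against by 5100 genes after thinning, and GC content and gene length by 5532 genes with such offsets. The difference had a chromosomal component. On chromosome 19, the median gene was at -0.13 on the log2 scale in batch 2 (373 genes, 84.5% lower), about 91.3% of batch 1. The medians of single libraries were -0.13, -0.13 and -0.13 in scramble replicates 3 and 4 and Klf4 siRNA replicate 3, and between -0.0085 and 0.0034 in the 5 libraries of batch 1. Of the 56 splits, 1 gave a difference as large. Chance placement of genes is argued against by a permutation p of 0.0001, the smallest that 10000 permutations can give (adjusted p = 0.00067 over 20 chromosomes). GC content and gene length are argued against by a median of -0.13 with such offsets. Chromosome 6 had a median of -0.074 and chromosome 1 of 0.056, the latter graded along its length (0.10, 0.058 and -0.0075 in 3 successive parts), and 6 chromosomes in all passed an adjusted p of 0.05.

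A library preparation or sequencing effect as the cause of the whole batch difference is argued against by the median of -0.13 on chromosome 19, since such effects have no reason to follow a chromosome. Fewer copies of chromosome 19 in part of the cells of batch 2 may explain its shift, as every part of the chromosome moved, by -0.13, -0.11 and -0.14. Off chromosomes 1, 6 and 19, 36.3% of genes differed between batches, beside 60.9% on chromosome 19. This argues against the copies of these chromosomes as the direct and whole cause of the batch difference. The genes off them include chromosomes 3, 5 and X, which also passed (permutation adjusted p of 0.0016, 0.0197 and 0.001). Indirect effects of changed copies on genes elsewhere stay open. A change of the cultures between batches, which could carry both the chromosomal shift and the 6.97-fold difference of Gcg, cannot be told apart from handling or sequencing for the other genes. The knockdown comparison is little touched, with a chromosome 19 median of 0.0060 after Klf4 siRNA.

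Sites of let-7, miR-15/16 and miR-29, noticed among the words associated with higher RNA, had z of 4.89, 5.56 and 4.29. Weaker repression by endogenous microRNAs, for instance through competition with siRNAs, could raise such genes. Of 12 other families, 8 had a positive z and 0 passed an adjusted p of 0.05, while 10 of 15 reverse complements were also positive. A mean z of the 3 families as large was found in 6 of 35 splits. The data do not set this pattern apart from an arbitrary grouping of the libraries.

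Trp53inp1 and Ccng1, both targets of p53, rose after Klf4 siRNA, and a list of 24 p53 targets was then drawn up, of which 20 were tested. Its median log2 fold change was 0.018, 2 genes passed the threshold, and its adjusted p was 0.016 with camera, 0.0032 with fry and 0.170 at the estimated correlation. Only 1 of 35 splits, the real one, gave a camera p as small. Without the 2 genes that prompted the list, the camera adjusted p was 0.201. A shift of p53 targets as a whole may be too small for these data to decide, and the result rests largely on the 2 genes.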
